A study of Haloferax volcanii DS2 and Haloferax mediterranei ATCC 33500 with 14 samples.

How the data were processed

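Gene expression was measured by RNA sequencing in 14 cultures of 2 haloarchaea, salt-loving archaea of the genus Haloferax. Per the labels, cells were grown in rich medium to mid-exponential phase, ribosomal RNA was removed with probes, and directional libraries were made. Each library came from a strain lacking pyrE, the uracil auxotrophy marker used to build deletions in these species, or from a strain in which rosR, a gene for a transcription factor, was deleted as well. Haloferax mediterranei had 2 parent libraries (strain WR510) and 4 deletion libraries (strain AKS54), and Haloferax volcanii had 4 parent libraries (strain H26) and 4 deletion libraries (strain AKS55). The labels' growth protocol speaks of biological triplicates, which differs from the 2 or 4 numbered replicates per group in the sample titles, and the titles were followed. The columns of the H. mediterranei deletion libraries differ in 1 letter of their prefix from the labels' names and were matched by genotype and replicate number.

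The deposited values are a signal per gene and library, given by the authors as normalized counts in a separate table for each species. The aligner, the read counter, the genome build, the annotation and any filter on genes are not given in the sources used here. The values themselves were examined for a hidden counting unit. In all 14 libraries 100% of the values were whole multiples of a single step per library, within a tolerance of 0.02 reads, so that the number of reads behind each value was recovered by dividing by that step. The step equalled the inverse of a size factor, and in 6 of 6 H. mediterranei and 8 of 8 H. volcanii libraries this factor lay within 0.0001% of the median-of-ratios factor computed from the recovered reads of that species alone. The tables were thus scaled separately, and no level was compared across species.

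Recovered reads in listed genes ranged from 29604416 to 38313172 per library in H. mediterranei (3898 genes) and from 24888208 to 35508682 in H. volcanii (4007 genes). The 10 most abundant genes took 23.3% to 28.5% of reads in H. mediterranei and 23.8% to 25.7% in H. volcanii. In H. volcanii, 6 ribosomal RNA genes together held 0.0121% of the normalized counts. Size factors ranged from 0.835 to 1.36, so a value at the filter of 10 normalized counts stood for about as many reads.

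Each deletion strain was compared with its own parent by limma (version 3.58.1 in R 4.3.3) on log2(normalized count + 1), with a mean-variance trend and no covariate. Fold changes are therefore on the log2(value + 1) scale, which understates the change of low genes. Genes with a mean of at least 10 over the libraries of the species were tested, which left out 14 genes in H. mediterranei and 52 in H. volcanii. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and tests were two-sided. This design, the groups, the rule for named genes and all alternatives except the correction for gene length were fixed before the data were examined. The alternatives were pseudocounts of 0.5 and 10, no filter or a filter at 50, rescaling to equal totals or by TMM factors, limma without the trend or with sample weights, a replicate block, leaving out each library in turn, and the count tests of edgeR (version 4.0.16, quasi-likelihood) and DESeq2 (version 1.42.0) on the recovered reads. The edgeR test called 146 genes in H. mediterranei and 427 in H. volcanii. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.

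The tests were tried on simulated reads with known 2-fold and 4-fold changes. The reads were drawn from the real means and depths, with a spread per gene that was the same in both groups. For the H. mediterranei comparison, limma on 3880 simulated genes recovered 74.7% of the 4-fold and 5% of the 2-fold changes, with 2.47% false calls. For the H. volcanii comparison, limma on 3954 genes recovered 100% of the 4-fold and 95% of the 2-fold changes, with 4.88% false calls. DESeq2 gave 10.9% false calls in the first simulation and 10.6% in the second, above the 5% aimed at. The real H. mediterranei parent libraries differed from each other far more than the deletion libraries did. The simulated H. mediterranei rates do not cover that imbalance.

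Genes are named by their identifiers in the tables. Gene symbols, older locus tags, replicons, coding lengths and neighbours of H. volcanii genes were taken from a RefSeq gene table of assembly ASM2568v1, which held 3993 of the 4007 identifiers and gave a symbol for 477. No coordinate is printed, because the build of the deposited tables is not given in the sources used here. None of the 3898 H. mediterranei identifiers matched that table, so these genes have no names here. Neither the tables nor the gene table names a gene rosR, so the level of the deleted gene is not reported. Comparisons of orthologs between the species, tests of gene lists chosen by product name, and the split by replicon in H. mediterranei needed annotation not used here and were not run. The named genes were, in H. volcanii, the 5 genes with the largest rise and the 5 with the largest fall among called genes whose deletion libraries all lay above or all below every parent library. In H. mediterranei the same rule was limited to 2 genes that rose and 2 that fell, because their identifiers could not be paired with names.

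Called genes on the main chromosome of H. volcanii were compared with those on the other replicons by Fisher's exact test, two-sided, with a 95% confidence interval. To see what H. mediterranei parent libraries with unrelated deviations would give, the log2 ratios of the deletion mean to each parent library were shuffled separately among genes in 10 classes of like level, with a shared error of the deletion mean added, in 50 draws, and the fits were repeated. This check was added after the results were seen. Neighbouring calls were compared with 10000 shuffles of the calls within each replicon.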

Results

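To ask what the transcription factor RosR controls in 2 related haloarchaea, transcripts of rosR deletion strains were sequenced beside those of their pyrE parent strains in H. mediterranei and H. volcanii. The H. mediterranei comparison rested on 2 parent and 4 deletion libraries, and the H. volcanii comparison on 4 and 4. In H. mediterranei, the parent libraries held 38313172 and 29604416 reads in listed genes and the deletion libraries 30337779, 37606518, 32307363 and 30552315. In H. volcanii, the parent libraries held 28284102, 35508682, 30257270 and 28813981 reads and the deletion libraries 24888208, 33147755, 28789694 and 26559173. No gene in the tables or in the gene table used here was named rosR, so the loss of the deleted gene could not be read directly from its transcript. Among genes with a parent mean of at least 100 normalized counts, 0 were without reads in all deletion libraries in either species.

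Libraries of H. volcanii were alike across the whole set, with Spearman correlations across genes of 0.991 to 0.999 over the 28 pairs. In H. mediterranei the 4 deletion libraries correlated with each other at 0.994 to 0.998. Parent replicate 1 correlated with the deletion libraries at 0.953 to 0.964. Parent replicate 2 stood apart from all other libraries of the species at 0.873 to 0.896, and its lowest value was the one with the other parent library. Between the 2 parent libraries 1646 of 3884 genes (42.4%) differed by at least 2-fold, against 5 to 33 genes between pairs of deletion libraries. This spread between the parent libraries entered the error of the H. mediterranei comparison with all 6 libraries. There it was pooled with the much smaller spread of the deletion libraries. The error of the parent mean may therefore be understated.

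**Figure D1:**
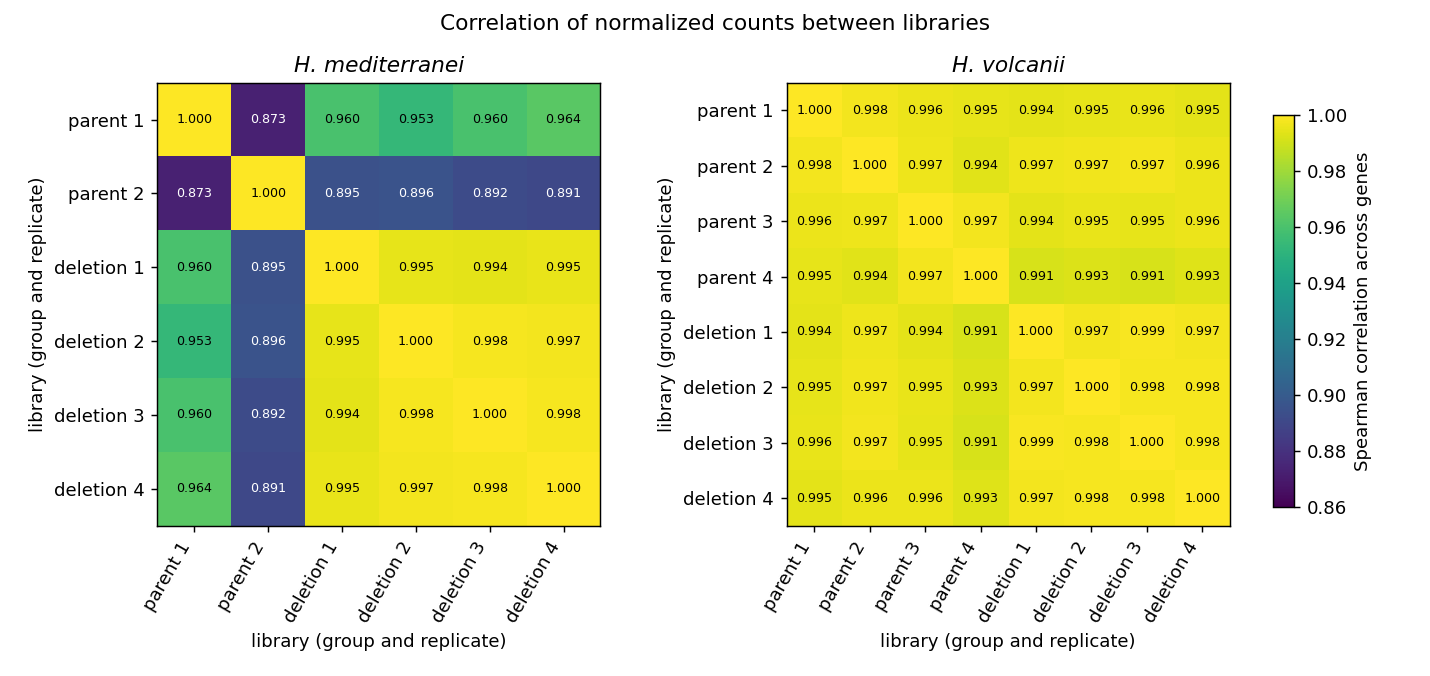
Spearman correlation across genes of the normalized counts for every pair of libraries, in H. mediterranei on the left and H. volcanii on the right, with the colour scale giving the correlation. Parent replicate 2 of H. mediterranei lies at 0.873 to 0.896 with the other 5 libraries, while all H. volcanii pairs lie at 0.991 or above.

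In H. mediterranei, 160 of 3884 tested genes (4.12%) were called between deletion and parent by limma. Of these, 64 were higher and 96 lower in the deletion strain, and 132 changed by at least 2-fold (49 higher and 83 lower). When every library was rescaled to the same total, 31 were higher and 111 lower, so the balance of directions depended on the scaling. The median absolute log2 fold change of the called genes was 1.56, and 782 genes had an unadjusted p under 0.05. The deletion libraries all lay above or all below both parent libraries in 1195 genes (30.8%). Equal libraries would give 13.3%, but 50 shuffles that made the ratios to the parent libraries unrelated gave 1261 to 1368 such genes, so this number was no larger than unrelated parents give. The same shuffles gave a median of 10.5 and at most 70 called genes, below the 160 found.

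The H. mediterranei count moved with every library. It was 2797 without parent replicate 1 and 1840 without parent replicate 2, fits in which the lone parent library is assumed to vary like the deletion libraries. It was 60, 46, 44 and 44 without deletion replicates 1, 2, 3 and 4. Among the other alternatives, sample weights lowered it most, to 11, and DESeq2 raised it most, to 468. Against each parent library alone, 1434 genes were called both times, of which 599 changed in the same direction (367 higher and 232 lower) and 835 in opposite directions. All 160 genes called with the 6 libraries were among the 599. Both comparisons share the deletion libraries, and the shuffles gave 609 to 700 genes in the same direction and 667 to 760 in opposite directions, so the 599 did not exceed what unrelated parents give. With a limit of 2-fold and no test, 402 genes differed from parent replicate 1, 1226 from parent replicate 2, and 139 from both in the same direction (61 higher and 78 lower), while 75 differed from both in opposite directions. The shuffles gave 47 to 81 in the same direction, fewer than observed in all 50, and 52 to 86 in opposite directions, a range that held the observed number. Across genes, which are not independent replicates, the log2 ratios to parent replicate 1 and to parent replicate 2 had a Spearman correlation of -0.058, against -0.053 to 0.011 in the shuffles.

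The 2 genes with the largest rise in H. mediterranei were HFX_RS18635 and HFX_RS06430. HFX_RS18635 had 298 ± 72.3 normalized counts in the parent (SD, n = 2) and 4862 ± 1009 in the deletion strain (SD, n = 4). Its log2 fold change was 4.02 ± 0.25 (SE), with a limma adjusted p of 0.00172 that rose to 0.0713 with sample weights. HFX_RS06430 rose from 39518 ± 7050 to 411192 ± 59197 normalized counts (SD), a log2 fold change of 3.38 ± 0.20 (SE) with a limma adjusted p of 0.00172. The largest falls were in HFX_RS05940 and HFX_RS05935. HFX_RS05940 went from 51567 ± 23357 to 1021 ± 195 normalized counts, with a log2 fold change of -5.60 ± 0.32 (SE) and a limma adjusted p of 0.00164. HFX_RS05935 went from 76963 ± 33673 to 1698 ± 162, with a log2 fold change of -5.43 ± 0.28 (SE) and a limma adjusted p of 0.00164. These genes kept 1.98% and 2.21% of their parent level, and it is not known here whether either is the deleted gene. In each of the 4 genes the difference held against both parent libraries, whose own values for HFX_RS05940 were 35051 and 68083. The SEs rest on a spread shared by both groups. They may be too small where the parent libraries differed widely.

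**Figure D2:**
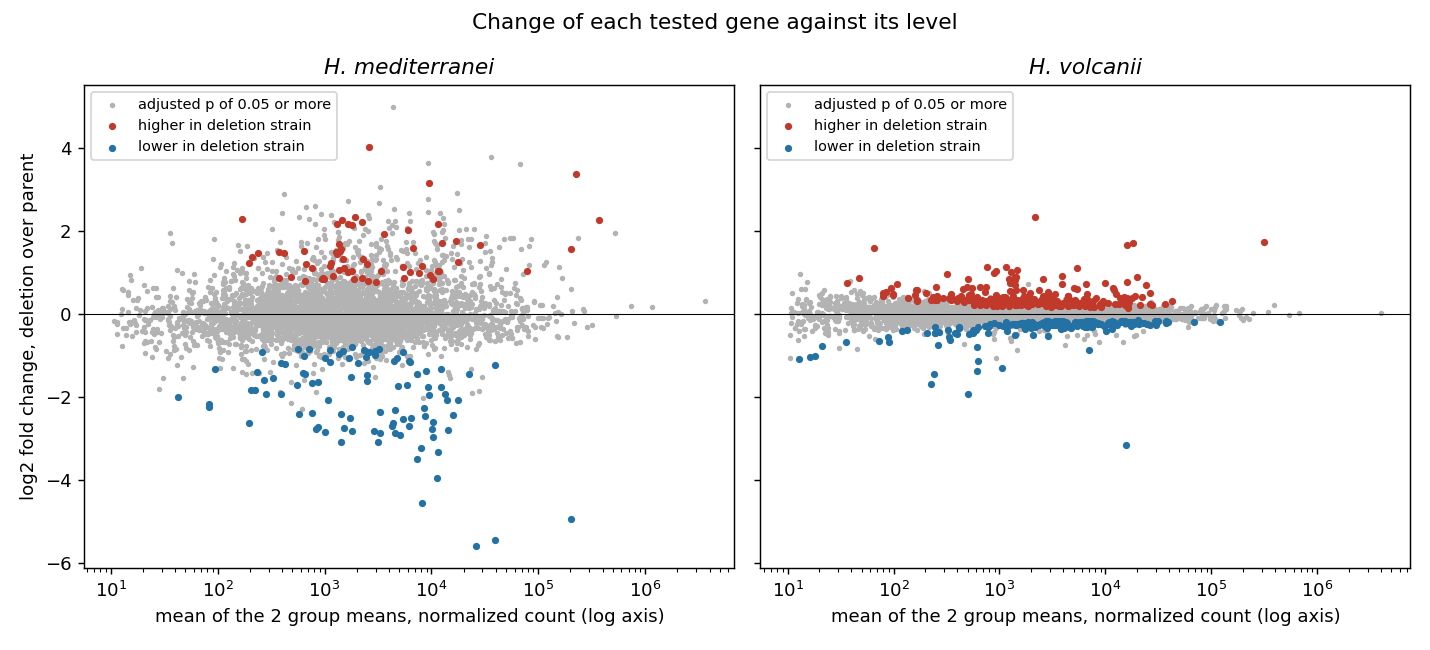
Log2 fold change of each tested gene, deletion over parent, against the mean of both group means in normalized counts on a log axis, for H. mediterranei on the left and H. volcanii on the right. Coloured points are the 160 and 419 genes with a limma adjusted p under 0.05, red where higher and blue where lower in the deletion strain, and grey points are the other tested genes.

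In H. volcanii, 419 of 3955 tested genes (10.6%) were called by limma, of which 228 were higher and 191 lower in the deletion strain. With equal totals 174 were higher and 190 lower, so which direction held more genes depended on the scaling. Most of these changes were small. Their median absolute log2 fold change was 0.29, 358 of them (85.4%) changed by less than 1.5-fold, and 21 changed by at least 2-fold (11 higher and 10 lower). An unadjusted p under 0.05 was found for 1096 genes. The groups did not overlap in 757 tested genes (19.1%), where chance gives 2.86%, and in 396 of the called genes. Among the alternatives with all libraries, limma without a trend lowered the count most, to 248, and DESeq2 raised it most, to 636. It was 191, 498, 233 and 262 without parent replicates 1, 2, 3 and 4. It was 196, 308, 161 and 185 without deletion replicates 1, 2, 3 and 4. The number changed by at least 2-fold stayed between 16 and 26 over all fits with a library left out. Called genes in the 2 species differed in number and size, but the fits rested on different numbers of parent libraries and the difference between species was not tested.

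The largest fall in H. volcanii was in HVO_RS08205 (older locus tag HVO_0730, main chromosome). It had 27980 ± 1342 normalized counts in the parent (SD, n = 4) and 3184 ± 487 in the deletion strain (SD, n = 4), which left 11.4% of the parent level. Its log2 fold change was -3.15 ± 0.10 (SE) with a limma adjusted p of 5.79e-09, and it lay between -3.22 and -3.04 when a library was left out. Because no gene was named rosR, it is not known here whether this fall is the deletion itself or a change in another gene. Both archaellin genes of the flagellum-like archaellum also fell. flgA2 (HVO_RS10520) went from 825 ± 425 to 194 ± 17.2, a log2 fold change of -1.92 ± 0.31 (SE, limma adjusted p 0.00331). flgA1 (HVO_RS10515) went from 907 ± 451 to 314 ± 19.6, a log2 fold change of -1.38 ± 0.29 (SE, limma adjusted p 0.0171), and its adjusted p was 0.0534 without deletion replicate 3. The parent libraries were widely spread in both genes, from 388 to 1230 in flgA2 and from 446 to 1300 in flgA1, while all deletion libraries lay below them. HVO_RS11610 (HVO_1433) and HVO_RS11605 (HVO_1432), whose gene models overlap so that reads in the shared part are uncertain, had log2 fold changes of -1.67 and -1.45, with limma adjusted p of 5.74e-05 and 0.00016.

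The largest rise in H. volcanii was in HVO_RS03480 (HVO_A0364, on the plasmid pHV4), from 731 ± 243 to 3596 ± 443 normalized counts (SD, n = 4 in each group). Its log2 fold change was 2.34 ± 0.18 (SE) with a limma adjusted p of 1.26e-05. The gene table lists another gene with the same protein, HVO_RS03825, which was not analysed here, so the origin of the reads is uncertain. HVO_RS02455 (HVO_A0133, pHV4) rose from 145864 ± 17359 to 486633 ± 44311, a log2 fold change of 1.74 ± 0.09 (SE, limma adjusted p 1.06e-06). The overlapping genes HVO_RS20495 (HVO_A0350) and HVO_RS19930 (HVO_A0351), also on pHV4, rose by 1.72 and 1.67 on the log2 scale, each with a limma adjusted p of 1.58e-05, and reads in their shared part are uncertain. HVO_RS15460 (HVO_2238, main chromosome) was the lowest of the named genes, at 30.1 ± 9.89 normalized counts in the parent and 100.3 ± 52.3 in the deletion strain. Its log2 fold change was 1.59 ± 0.35 (SE, limma adjusted p 0.0189), and its adjusted p was 0.0556 without parent replicate 1 and 0.0609 without deletion replicate 3.

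**Figure D3:**
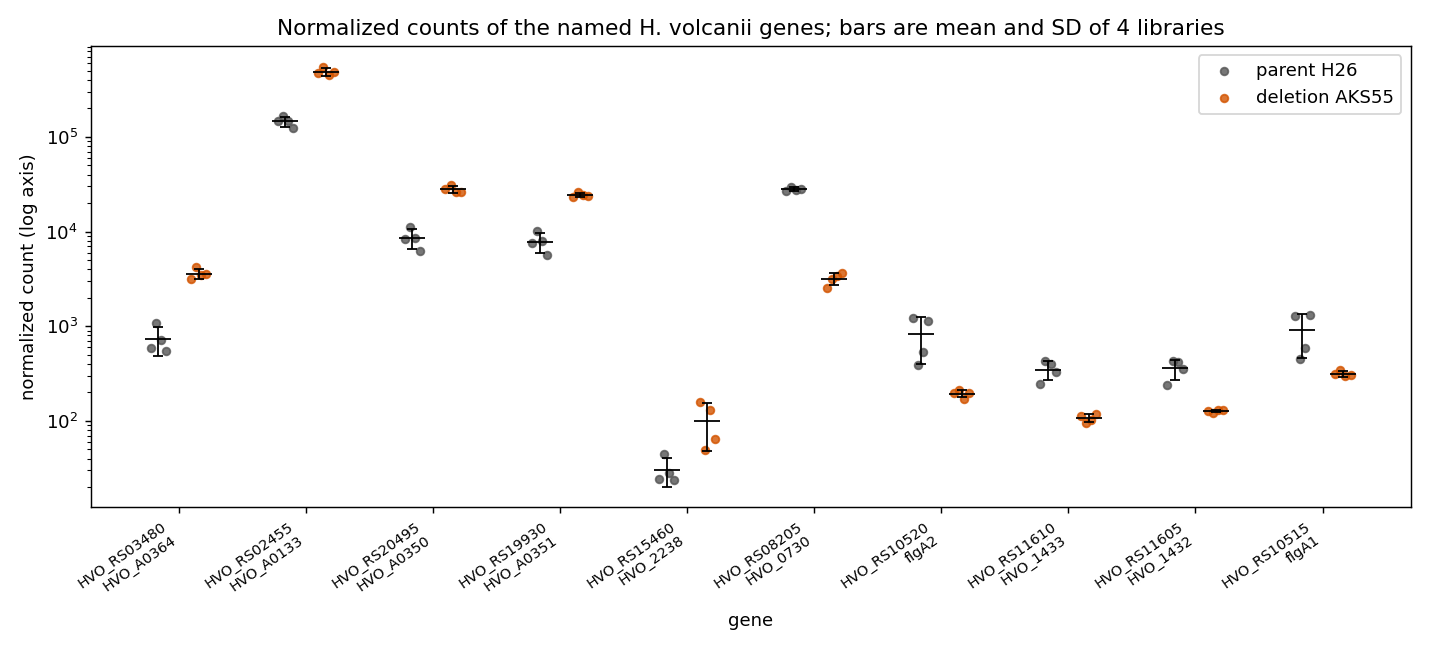
Normalized counts, on a log axis, of the 10 named H. volcanii genes in the 4 parent libraries (grey) and the 4 deletion libraries (orange), with horizontal marks and bars for mean and SD. In each gene the deletion libraries lie all above or all below the parent libraries, and HVO_RS08205 falls from 27980 to 3184.

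The gene table places H. volcanii genes on a main chromosome and several secondary replicons, and the calls were compared between them. Whether these replicons are separate in strains H26 and AKS55 was not examined. Of the 970 tested genes assigned to secondary replicons, 552 are assigned to pHV4. On the main chromosome 343 of 2971 tested genes (11.5%) were called, against 76 of 970 (7.84%) on the secondary replicons together. The odds ratio of 0.651 (95% confidence interval 0.495 to 0.848) had a Fisher's exact p of 0.000952. Fisher's test treats genes as independent, but called genes lay next to each other more often than in shuffles. Its p may therefore be too small and its interval too narrow. Leaving out 1 library took the p of this difference between replicons past 0.05 in 4 cases. The odds ratios were then 0.705 without parent replicate 1 and 0.936, 0.878 and 0.756 without deletion replicates 1, 3 and 4. The called genes were 170 higher and 173 lower on the main chromosome, and 58 higher and 18 lower on the secondary replicons. On pHV1, 17 of 72 genes were called and all 17 were higher in the deletion strain. On pHV3, 18 of 346 were called (13 higher and 5 lower), and on pHV4, 41 of 552 (28 higher and 13 lower).

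**Figure D4:**
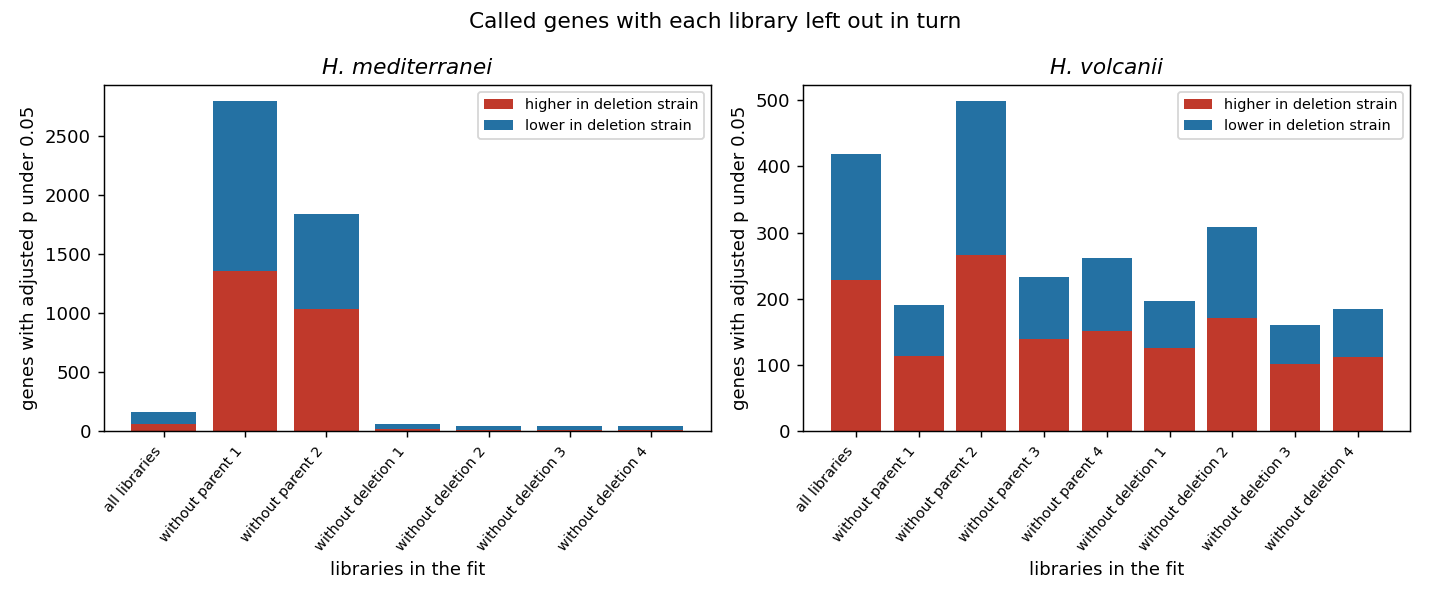
Number of genes with a limma adjusted p under 0.05 when all libraries are used and when each library is left out in turn, for H. mediterranei on the left and H. volcanii on the right, split by direction. The H. mediterranei count of 160 becomes 2797 or 1840 without a parent library, and the H. volcanii count of 419 lies between 161 and 498.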

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

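The correction for gene length was chosen only after the result was seen. All other alternatives were planned.

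In H. mediterranei the number of called genes depended most on the libraries. With a library left out, it ranged from 44 to 2797, the higher genes from 11 to 1361, the lower genes from 33 to 1436, and the genes with at least 2-fold change from 44 to 1221. The 2 highest counts, 2797 and 1840, came from the fits with a lone parent library, in which the gap between the parent libraries no longer enters the error. All 160 genes were among the calls of both fits. The fits without a deletion replicate kept 60, 46, 44 and 44 of the 160. Sample weights left 11 genes (3 higher, 8 lower, 11 with at least 2-fold change), of which 10 were among the 160. DESeq2 called 468 (242 higher, 226 lower, 268 with at least 2-fold change), which included all 160, and in the simulated comparison it made more false calls than limma. edgeR called 146, of which 139 were among the 160. Equal totals gave 31 higher genes against 64, moved the median log2 fold change of all genes from -0.04 to -0.13, and kept 115 of the 160. The cause of the other changes was not tested. Other pseudocounts and filters left the count at 160. The 4 named genes kept their direction in all 68 values from 17 alternatives and were called in 67 of them. The exception was HFX_RS18635 with sample weights (adjusted p 0.0713, range over its alternatives 3.58e-38 to 0.0713).

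In H. volcanii, leaving out a library gave 161 to 498 called genes, 102 to 266 higher genes and 59 to 232 lower genes. The number fell to 191, 233 and 262 without parent replicates 1, 3 and 4 and rose to 498 without parent replicate 2. It fell to 196, 308, 161 and 185 without deletion replicates 1, 2, 3 and 4. All of these fits had fewer libraries. Limma without a trend called 248 (93 lower), and DESeq2 called 636 (301 lower). The cause was not tested. edgeR called 427, of which 405 were among the 419. After the length correction 328 were called. The 10 named genes kept their direction in all 190 values from 19 alternatives and were called in 187. The exceptions were HVO_RS15460 without parent replicate 1 and without deletion replicate 3, and flgA1 without deletion replicate 3. The odds ratio of calls on secondary replicons against the main chromosome ranged from 0.557 to 0.936 with a library left out and lost its call without parent replicate 1 (0.705) and without deletion replicates 1 (0.936), 3 (0.878) and 4 (0.756). It was 0.724 after the length correction.

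The groups share replicate numbers in the labels, so a replicate block was fitted. In H. volcanii the deviations of same-numbered libraries from their group means had correlations across genes of -0.0079, -0.011, -0.155 and 0.21. All 16 parent-deletion pairs ranged from -0.3 to 0.223, so these correlations do not mark same-numbered libraries as pairs. Depth, however, ranked replicates 1, 4, 3 and 2 from lowest to highest in both H. volcanii groups. The H. mediterranei deletion libraries had the same order. Shared handling by replicate number is thus not excluded. With the block, 261 genes were called in H. volcanii (99 lower), of which 247 were among the 419. In H. mediterranei, 2 numbers occur in both groups and the correlations were -0.079 and 0.283. The block on the 4 libraries with these numbers called 93 genes (45 lower). Only 52 of the 93 were among the 160.

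The level of rosR, the ortholog comparisons, the gene list tests and the H. mediterranei split by replicon were planned and not run, since they needed names or replicons for genes that were not identified here. Depth limits few results. HVO_RS15460 rests on 23 to 54 reads in the parent libraries, and 14 and 52 genes were below the filter.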

Other observations

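Several of the tests below were chosen only after the result was seen. Among them were those of a wrong label for parent replicate 2, of the remaining HVO_RS08205 reads and of depth behind the archaellin genes. The tests of a higher pHV1 copy number and of unrelated parent libraries were also chosen then. So were all tests with the length correction, on the calls kept, the calls lost and the pHV1 shift. In 41 sets of 4 values, from the named genes and library measures of the 3 groups of 4 libraries, no library stood apart from its group by Dixon's test, where about 2.05 sets would by chance. The pair of H. mediterranei parent libraries is too small for that test. Many of the 41 sets are named genes, chosen from these data because their groups did not overlap, and the sets share libraries. The 2.05 is therefore only a rough guide, and an unusual library is not excluded.

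Chance is argued against as the source of the H. volcanii calls. Only 1 of the 35 splits of the 8 libraries into 4 and 4 gave as many calls, the real split. The other splits gave at most 5. A share of 1 in 35 is the smallest this design allows. The splits also cannot separate the deletion from a preparation difference that follows the strains. In H. mediterranei, 1 of 15 splits into 2 and 4 gave as many, again the real split, and the others gave 0. With 15 splits the share cannot fall under 0.05, so chance cannot be excluded there by this count.

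Parent replicate 2 of H. mediterranei differed from parent replicate 1 more than either differed from the deletion libraries in rank correlation. A deletion library under a parent label, if it resembled the 4 deletion libraries, is argued against by 70 genes. In these, parent replicate 1 lay outside the range of the deletion libraries and at least 4-fold from their mean. Parent replicate 2 lay on the side of parent replicate 1 in 44 of them (62.9%), among them 36 of 62 lower in the deletion strain and 8 of 8 higher. When the genes were chosen again with a deletion library left out of the choice, that library lay on the side of parent replicate 1 in 0% of them, for each of the 4. The 4 lay close together, so this test does not exclude a deletion library as deviant as parent replicate 2. Sequencing depth is argued against as well, since after thinning all libraries to 20000000 reads the highest correlation of parent replicate 2 with another library was 0.896, below the lowest of 0.953 among the other 5. A wrong size factor would shift all genes alike, whereas the spread of log2 ratios between the parents was 1.25 (median absolute deviation), against at most 0.24 between deletion libraries and 0.59 between parent replicate 1 and a deletion library. A different growth state, a changed strain or an unrecorded batch may lie behind the gap, and none of these was tested.

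Unrelated deviations of the parent libraries are argued against as the source of the 160 H. mediterranei calls as a set, since 50 shuffles that made the ratios to the parents unrelated gave at most 70 calls, with a median of 10.5. Some of the 160 may still arise in that way. For the 599 genes called in the same direction against each parent alone, beside 835 in opposite directions, the same shuffles gave a median of 654 in the same direction (609 to 700) and 667 to 760 in opposite directions. The observed agreement thus lay below all 50 shuffles, so these 599 show no agreement beyond unrelated parent libraries. Among larger changes the agreement did exceed the shuffles, with 139 genes at least 2-fold from both parents in the same direction against 47 to 81. The reason for the shortfall among all called genes was not tested.

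In H. volcanii, log2 fold change followed coding length. Across 3941 genes, which are not independent replicates, the Spearman correlation was -0.278. Among genes of up to 435 bases, 104 were called higher and 16 lower, and among genes longer than 1146 bases 30 were called higher and 81 lower. Within each library, the correlation of a gene's deviation from its mean with length was 0.0713 to 0.247 in the 4 parent libraries and -0.341 to -0.0285 in the 4 deletion libraries (exact permutation p 0.0286, two-sided, the smallest that 4 against 4 libraries allow). A correction for length in each library left 69.5% of the 419 genes called (291 genes), which argues against the trend as the whole source of the small changes. For the 128 genes that lost the call, the trend and a response to the deletion cannot be told apart, because the trend itself separates the strains. It may come from RNA integrity, fragment size or library preparation, or from a real difference between short and long transcripts, and the labels name no batch that would separate these. Before and after the correction, 21 called genes changed by at least 2-fold, though shared genes were not counted.

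Before the test it was thought that a changed copy number would put more called genes on the secondary replicons of H. volcanii. For the secondary replicons together the share of calls was lower, at 7.84% against 11.5% on the main chromosome, a difference that lost its call in 4 of the 8 fits with a library left out. On pHV1 alone the share was higher, at 23.6%. The largest distance of a secondary replicon's median log2 fold change from that of the main chromosome was 0.20, below the 0.5 set in advance. Copy number is thus argued against as the source of the large changes there, if these replicons are separate in strains H26 and AKS55. That largest distance belonged to pHV1, where 64 of 72 genes (88.9%) had a positive log2 fold change. The median over all 72 was 0.20, and over those not called 0.17. Relative to the main chromosome, the median level of pHV1 genes was at most -0.02 in the parent libraries and at least 0.03 in the deletion libraries, a difference of 0.22 (exact permutation p 0.0286, adjusted 0.0857 over the 3 secondary replicons). The raw p is the smallest that 4 against 4 libraries allow, so with the values of the other replicons the adjusted p could not have passed 0.05 for a shift of any size. The length trend is argued against, since the shift was still 0.19 after the length correction. Log2 fold changes on pHV1 spread no wider than on the main chromosome, with a ratio of interquartile ranges of 0.977. A slightly higher pHV1 copy number in the deletion cultures may therefore be a candidate explanation, but it cannot be told apart from a regulation of many pHV1 genes, because RNA alone was measured and the genes were chosen for the pattern.

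Called genes of H. volcanii lay next to each other. Of 3835 neighbouring pairs of tested genes, 81 were called in the same direction and 13 in opposite directions. Shuffled calls gave a median of 25 and at most 44 such pairs in 10000 shuffles (permutation p 0.0001, one-sided, the smallest they can give), which argues against chance placement. Of the 419 called genes, 142 (33.9%) had a called neighbour of the same direction. The longest runs held 4 genes. They were HVO_1430 to HVO_1433, with a mean log2 fold change of -1.23, and 2 runs on pHV1 starting at HVO_C0033 and HVO_C0053, with means of 0.71 and 0.61. These runs were chosen after their values were seen. Shared transcripts may account for such runs, which was not tested.

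HVO_RS08205 kept 11.4% of its parent level in the deletion strain, the lowest share among 3535 genes with a parent mean of at least 100, and the next lowest was 23.5%. If parent RNA or parent reads in the deletion libraries supplied the remainder, no gene could keep less. That 0 genes did cannot test this, because the gene was chosen for the largest fall. Such a supply from the parent cannot be told apart from a real remaining transcript or a partly deleted gene. No other gene fell far enough to decide. The neighbours of HVO_RS08205, chosen after their values were seen, were not called. HVO_RS08200 fell by 0.15 and HVO_RS08210 by 0.19 on the log2 scale, with limma adjusted p of 0.0744 and 0.119.

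The archaellin genes flgA1 and flgA2 varied together among the H. volcanii parent libraries. flgA2 had 1230, 388, 534 and 1147 normalized counts in parent replicates 1 to 4, and flgA1 had 1287, 446, 595 and 1300. Deeper sequencing of the libraries with high values is argued against, since these held 0.868 times the reads of the others. The mean of both genes was higher the shallower the library, although flgA1 alone was slightly higher in parent replicate 4 than in the shallower parent replicate 1. With 4 libraries a link between low depth and high values is neither shown nor excluded. The deletion libraries were all low and close together, at 171 to 212 in flgA2. A difference in growth phase or motility between cultures may contribute to the fall in the deletion strain, and this was not tested.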
